A study of Homo sapiens with 2 samples.

How the data were processed

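Etoposide-induced senescent WI38 cells, a human fetal lung fibroblast line whose cells stop dividing after DNA damage by the topoisomerase inhibitor etoposide, were profiled by droplet single-cell RNA sequencing with a 10x 3' v3 kit, per the labels' protocols. There was 1 library of untreated cells and 1 library of cells given verteporfin for 72 h, so each group had 1 library. The design text gives the verteporfin dose as 1.5 mM, which could not be checked against another source, and the unit is doubtful because this is a high concentration for the drug. The treatment label of the control library reads untreated, but the name under which it was deposited names a vehicle, and which of these applied was not resolved. It is called the untreated library throughout.

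The deposited values are UMI counts per gene and cell barcode, made with Cell Ranger 6.0.0 on GRCh38, per the file headers and the submitters' processing notes. The count matrices held whole numbers for 36601 genes, with 3941 barcodes in the untreated library and 4023 in the verteporfin library. The annotation release and the setting used to call cells were not given in the sources used here. No cell annotation by the authors was used here. The 3' assay counts transcript ends, so splicing, including that of XBP1, was not measured.

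From these counts, barcodes with at least 500 detected genes and at most 20% mitochondrial UMIs were kept, which left 3267 untreated (82.9%) and 3171 verteporfin barcodes (78.8%). UMIs of each gene were summed over the kept barcodes of a library and divided by the library total of 111846804 (untreated) or 144076368 (verteporfin), which gives CPM once scaled to a common total. The ratio of verteporfin to untreated CPM was computed for 7592 genes whose mean over the 2 libraries was at least 10 CPM. Each ratio carries an exact conditional binomial (Clopper-Pearson) 95% interval. With 1 library per group there is no replicate error, no test was possible and no p-value was computed: the intervals cover counting error only, and a ratio describes these 2 libraries. Numbers of genes past a ratio of 1.5 or 2 are counts by size. At this depth a count of 0 allows up to 3 UMIs, or 0.0268 CPM in the untreated and 0.0208 in the verteporfin library.

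Before the data were examined, 34 gene lists, marker sets for naming clusters, and a rule for the genes named in the text were fixed. Lists with at least 3 measured members (30 of 34) were summarised by the median log2 ratio of their members, with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, and the spread of the median from counting error by 1000 Poisson redraws. The percentile describes these libraries and is not a test. List genes were matched by gene ID where the files use an older symbol, which was so for 5 genes, and 0 stayed unmatched. The genes named are the 12 with the highest and the 12 with the lowest ratio by the interval bound nearest to 1 among genes of at least 20 CPM (without clone-named, long intergenic non-coding, mitochondrial and sex-specific genes), the 2 highest, 2 lowest and 2 most abundant members of each list, and a fixed set of YAP-TEAD, endoplasmic reticulum (ER) stress, apoptosis and senescence genes. Some genes that the rule takes are not reported here. Other genes are said to have been chosen after their values were seen. Gene positions come from GENCODE 29 on GRCh38, matched by gene ID.

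For values per barcode, each kept barcode was thinned at random to 3000 UMIs, and shallower barcodes (646 untreated, 350 verteporfin) were left out. The share of a barcode's UMIs in a list was compared with the 95th percentile of the untreated library, and shares of barcodes carry exact binomial intervals. Barcodes are not replicates. Spearman's rho between list shares was computed across thinned barcodes within each library. Clusters were made with scanpy 1.11.5 on counts scaled to 10000 per barcode and log transformed, with 2000 highly variable genes without mitochondrial and ribosomal protein genes, 30 principal components, 15 neighbours and Leiden resolution 0.5 (igraph 0.11.9), with no integration of the libraries. Scrublet marked 0 barcodes as doublets in either library. The reason was not tested, so whether the libraries held doublets stayed unknown. No doublets were removed.

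The alternatives fixed beforehand were scaling by edgeR 4.0.16 TMM factors, by median-ratio size factors and by totals without mitochondrial and ribosomal protein genes, other cell filters (none, or 1000 genes and 10% mitochondrial), the mean of per-barcode CPM, thinned barcodes, removal of Scrublet calls, removal of barcodes with at least 2 UMIs over 7 proliferation genes, expression filters of 1 and 50 CPM, a ratio of 2, other thinning, lists without their most abundant member, and other cluster settings. Chosen after seeing the data were restrictions to barcodes of at least 20000 UMIs (1558 untreated, 2166 verteporfin), to such barcodes in which MALAT1 and mitochondrial transcripts each held at least 0.5% of UMIs (442 and 716, called nucleated-like barcodes below), and removal of a cluster made of verteporfin barcodes alone. The ratio and list steps were tested on simulated counts drawn from the real library means for 7576 genes, 200 of them changed. The intervals covered the true ratio in 95.2% of genes. Of genes changed 2-fold, 100% passed 1.5-fold, as did 97% of genes changed 1.6-fold, with the direction not checked. Among unchanged genes 0 passed 1.5-fold, and 5 of 100 unchanged lists lay outside the central 95% of random lists. The simulated counts were Poisson draws, the error that the intervals assume, so the coverage does not test other sources of error. Python 3.11.15 and scipy 1.17.1 were used.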

Results

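Single-cell transcriptomes of etoposide-induced senescent WI38 fibroblasts were compared between 1 untreated library and 1 library treated for 72 h with verteporfin, a porphyrin-derived drug that disrupts the binding of the transcriptional coactivator YAP to TEAD transcription factors. The comparison addresses how the senescent cells' endoplasmic reticulum (ER) stress genes and YAP-TEAD target genes differ between verteporfin-treated and untreated cells. Whether YAP-TEAD binding was inhibited in these cells was not measured. The untreated library held 113759787 UMIs in 3941 barcodes and the verteporfin library 147545055 UMIs in 4023 barcodes. Kept barcodes had a median of 18026 UMIs in the untreated library and 41982 in the verteporfin library. Each group had 1 library, so no difference between the libraries has a replicate check. All intervals are 95% intervals of counting error.

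Genes of the unfolded protein response were higher in the verteporfin library. HSPA5, which encodes the ER chaperone BiP (chromosome 9, 125234853 to 125241330), was at 250.2 CPM (UMIs scaled to a common library total) in the untreated library and 2293 CPM in the verteporfin library, a ratio of 9.16 (9.05 to 9.28). DDIT3, which encodes the stress transcription factor CHOP (chromosome 12, 57516588 to 57521737), was at 58.7 and 656 CPM, a ratio of 11.2 (10.9 to 11.4). TRIB3, a pseudokinase gene induced by ATF4 and CHOP (chromosome 20, 362835 to 397559), had a ratio of 8.83 (8.33 to 9.37). Of 7592 measured genes, 695 were at least 1.5-fold higher and 957 at least 1.5-fold lower in the verteporfin library, and 202 and 331 passed a ratio of 2. This split depends on scaling and on how barcodes are selected and weighted: with TMM factors, which shift every log2 ratio by 0.12, 1030 genes were higher and 694 lower, and with median-ratio factors, which shift it by 0.17, 1211 were higher and 593 lower. Without such factors, 852 were higher and 689 lower when each barcode had equal weight. In thinned barcodes, which leave out the shallow barcodes as well as equalise depth, the numbers were 945 and 833. Restrictions chosen after seeing the data moved the split the other way. They gave 610 higher and 1203 lower in nucleated-like barcodes, and 662 and 1090 without the cluster made of verteporfin barcodes alone.

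Both arms of the response that were listed separately lay above every one of 10000 random lists. The lists hold genes assigned to each arm, and the activity of PERK, ATF6 or XBP1 was not measured. Which signal lay behind the higher levels therefore stays open. Among ATF6 and XBP1 targets, which encode ER chaperones and folding enzymes, 14 of 22 measured genes were at least 1.5-fold higher and 0 lower, with a median log2 ratio of 1.16 (1.12 to 1.19), which was 1.77 for the members past an expression filter of 50 CPM. DNAJB9, an ER co-chaperone gene, had a ratio of 8.15 (7.86 to 8.46). SDF2L1, HERPUD1, PDIA4 and HSP90B1, which serve ER folding and degradation, had ratios of 6.62, 6.60, 5.12 and 4.74, and XBP1 itself, a transcription factor gene, a ratio of 1.88. P4HB, which encodes a disulphide isomerase, and CRELD1 stayed near 1, at 0.928 and 1.02. Among genes of the PERK-ATF4-CHOP arm, 18 of 20 were at least 1.5-fold higher and 0 lower, with a median log2 ratio of 1.32 (1.28 to 1.35). ATF3, a stress-induced transcription factor gene, had a ratio of 5.28, ATF4, the transcription factor gene of this arm, 2.06 and NUPR1 2.45. CEBPB was the lowest member of this arm at 1.43. In nucleated-like barcodes, a set chosen after seeing the data that holds barcodes of at least 20000 UMIs with at least 0.5% of UMIs each from MALAT1 and from mitochondrial genes, the DDIT3 ratio was 6.58 (6.29 to 6.89) and the ATF3 ratio 3.26, and the median of the PERK-ATF4-CHOP list was 0.94 against 1.12 for the ATF6 and XBP1 list.

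Other ER and folding lists had smaller medians than the chaperones. In the list of ER membrane and translocation genes, 3 of 24 were at least 1.5-fold higher and 2 lower, and the median log2 ratio was 0.05, at the 70.7th percentile of random lists. SPCS2, a signal peptidase subunit gene, had a ratio of 1.87, and RPN2, an oligosaccharyltransferase subunit gene, a ratio of 0.584. In ER-associated degradation, 4 of 14 genes were at least 1.5-fold higher and 1 lower, with a median of 0.31 at the 98.5th percentile. SYVN1, the gene of the ubiquitin ligase HRD1, had a ratio of 2.68, UBE2J1 2.04 and SELENOS 2.0, while OS9 had a ratio of 0.638. In cytosolic heat shock, 5 of 14 genes were at least 1.5-fold higher, with a median of 0.35 at the 99.6th percentile. HSPA1B, an inducible HSP70 gene, had a ratio of 2.09, and the small heat shock genes CRYAB and HSPB1 had ratios of 1.98 and 0.676.

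**Figure D1:**
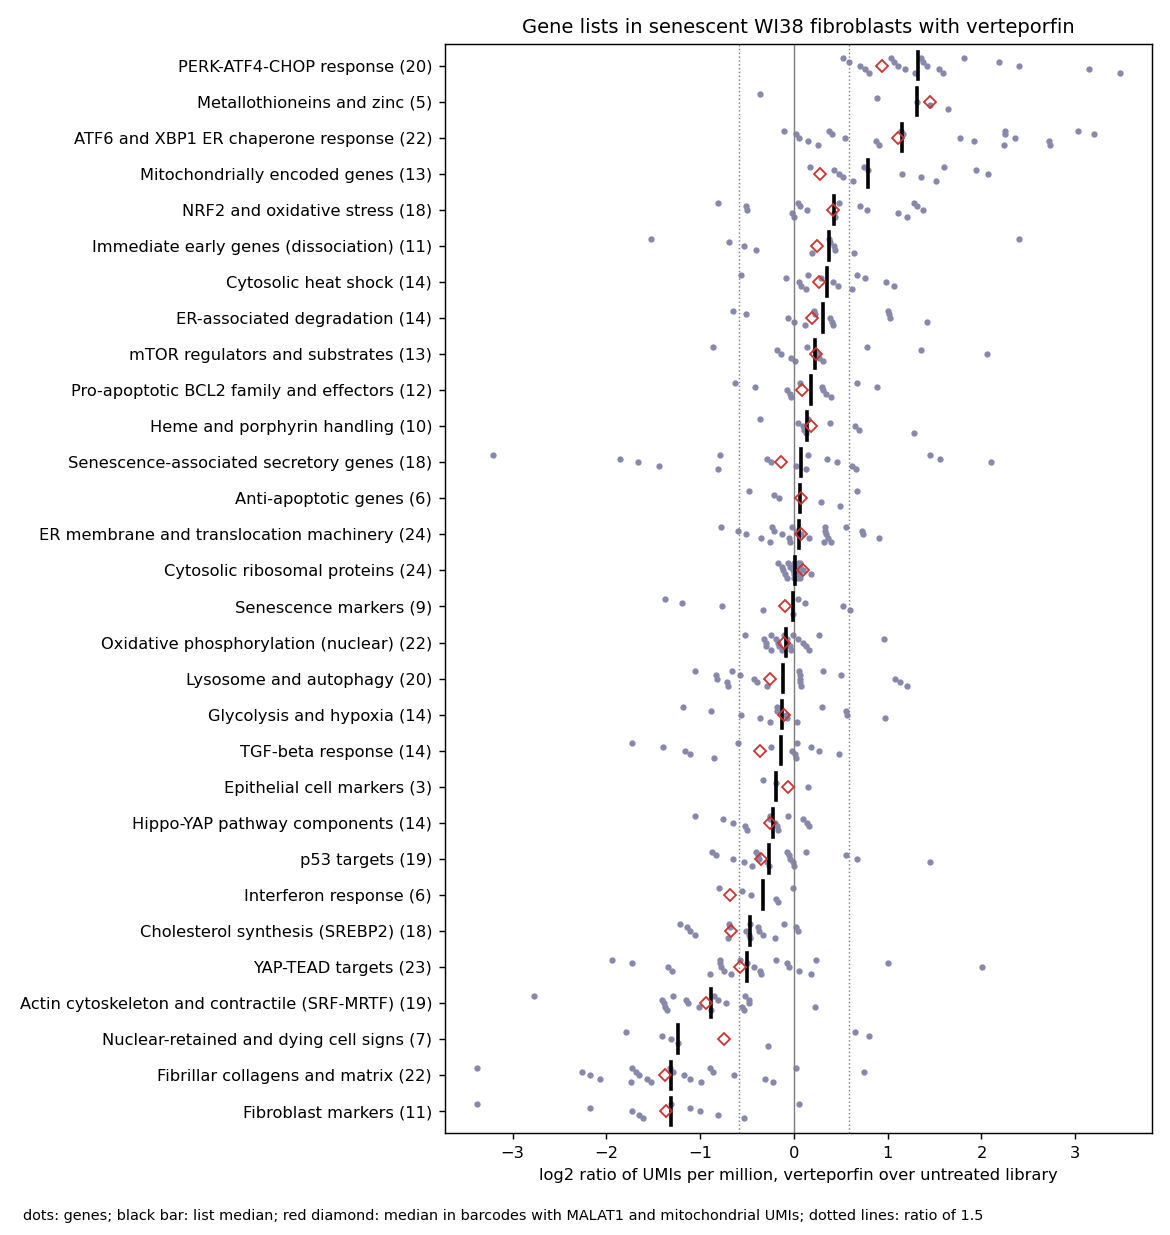
Log2 ratio of CPM, verteporfin over untreated library, for the genes (dots) of the 30 gene lists with at least 3 measured members, in order of the list median (black bars), with the number of members in brackets, the median in nucleated-like barcodes (red diamonds) and a ratio of 1.5 either way (dotted lines). The PERK-ATF4-CHOP list (median 1.32) and the ATF6 and XBP1 list (1.16) lie near the top, and the matrix (-1.31) and fibroblast lists (-1.31) at the bottom.

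YAP-TEAD target genes were more often lower than higher in the verteporfin library. Of 23 measured targets, 10 were at least 1.5-fold lower and 2 at least 1.5-fold higher, and the median log2 ratio of -0.50 (-0.55 to -0.46) lay below all 10000 random lists. CCN2 (CTGF), a secreted matricellular protein gene widely used as a YAP readout (chromosome 6, 131948176 to 131951373), was at 0.303 of the untreated level (0.298 to 0.308), from 463 to 140.4 CPM. CCN1 (CYR61), its close relative (chromosome 1, 85580761 to 85583962), was at 0.395 (0.386 to 0.404), and F3, the tissue factor gene, at 0.260. AXL, a receptor tyrosine kinase gene, was at 0.705. ANKRD1, another common YAP readout, went the other way with a ratio of 4.01 (3.72 to 4.31), as did the DNA damage gene GADD45A with 2.0. The ANKRD1 level was low in both libraries, at 7.68 and 30.8 CPM, and its ratio was 2.38 in nucleated-like barcodes. With median-ratio scaling the list median was -0.33, and with each barcode weighted equally -0.23.

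Among genes of the pathway itself, YAP1 was at 0.696 (0.674 to 0.719) of the untreated level, its paralog WWTR1 (TAZ) at 0.881, TEAD1 at 0.710 and TEAD4, below the expression filter, at 0.611 (0.536 to 0.696). Of 14 Hippo-YAP pathway components, 3 were at least 1.5-fold lower and 0 higher, with a median log2 ratio of -0.23 at the 7.35th percentile. VGLL3, a TEAD cofactor gene, was the lowest at 0.483, and the kinase gene STK4 the highest at 1.12. Of 14 TGF-beta response genes, 6 were at least 1.5-fold lower and 0 higher, among them TGFBI at 0.381 and CCN2, which is also in the YAP-TEAD list. Their median, -0.14, changed sign with median-ratio scaling and with equal weighting of barcodes.

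Matrix, contractile and fibroblast genes were lower in the verteporfin library, by more than the YAP-TEAD list. Of 22 measured matrix genes, 18 were at least 1.5-fold lower and 1 was higher, with a median log2 ratio of -1.31 (-1.35 to -1.27). COL3A1, a fibrillar collagen gene (chromosome 2, 188974320 to 189012746), had the lowest ratio of the named genes, 0.0960 (0.0911 to 0.101), from 115 to 11.0 CPM. COL1A1 was at 0.319, FN1 (fibronectin) at 0.311 and THBS1 (thrombospondin) at 0.209. LOX, the gene of the collagen cross-linking enzyme lysyl oxidase, was the exception at 1.68, and SERPINH1, a collagen chaperone gene, was at 1.02. Of 19 actin and contractile genes, 13 were at least 1.5-fold lower and 0 higher, with a median of -0.89. ACTB was at 0.409, the smooth muscle actin gene ACTA2 at 0.497 and LMOD1 at 0.147, while CNN1 had a ratio of 1.17. Of 11 fibroblast markers, 5 of which are also in the matrix list, 9 were at least 1.5-fold lower, with a median of -1.31, while the abundant intermediate filament gene VIM stayed at 1.04. The actin, matrix and fibroblast medians were lower than all 10000 random lists.

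**Figure D2:**
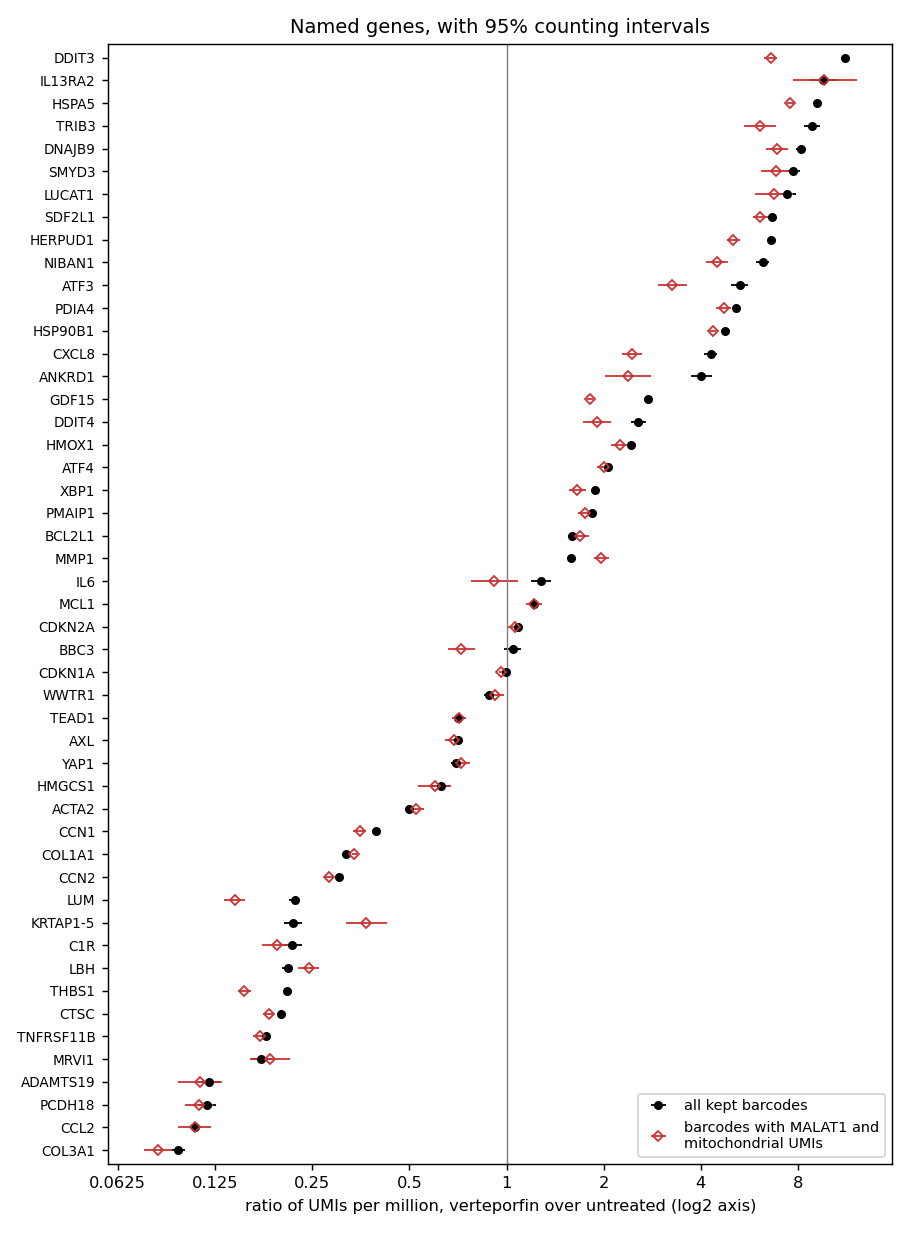
Ratio of CPM, verteporfin over untreated library (log2 axis), with 95% counting intervals, for the genes with the highest and lowest ratios and the genes fixed beforehand, in all kept barcodes (black points) and in nucleated-like barcodes (red diamonds). DDIT3 (11.2) is at the top and COL3A1 (0.0960) at the bottom, and the diamond of DDIT3 lies at 6.58.

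By ratio alone, and whether or not a list holds them, further genes with high ratios included IL13RA2, a decoy receptor gene for interleukin-13, at 9.58 (8.71 to 10.6) from 4.12 CPM, SMYD3 at 7.73, the long non-coding RNA LUCAT1 at 7.39 and NIBAN1 at 6.21. Among the lowest by ratio were the chemokine gene CCL2 at 0.108, the protocadherin gene PCDH18 at 0.118, ADAMTS19 at 0.120, MRVI1 at 0.174, TNFRSF11B (osteoprotegerin) at 0.180, the lysosomal protease gene CTSC at 0.200, LBH at 0.210, the complement gene C1R at 0.217, the keratin-associated KRTAP1-5 at 0.218 and LUM (lumican) at 0.221. Nucleated-like barcodes kept 505 of the 695 genes that were at least 1.5-fold higher and 860 of the 957 that were lower, and 0 of these genes passed 1.5-fold in the opposite direction.

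Senescence-associated secretory genes went both ways. Of 18 measured genes, 5 were at least 1.5-fold higher and 6 lower, the median log2 ratio was 0.08 and the mean -0.15, and in nucleated-like barcodes the median was -0.14. A further 8 members were below the expression filter, among them CSF2 (9.37), CXCL2 (3.59), CXCL3 (2.94) and CXCL1 (0.215), chosen after their values were seen. The neutrophil chemokine gene CXCL8 had a ratio of 4.28 (4.09 to 4.49), which was 2.45 in nucleated-like barcodes. STC1 had a ratio of 2.94, GDF15 2.74 and the collagenase gene MMP1 1.58. CCL2, IGFBP5 (0.276), IGFBP7 (0.370) and the abundant TIMP1 (0.572) were lower. IL6 had a ratio of 1.28 (1.19 to 1.38) in all kept barcodes and of 0.915 in nucleated-like barcodes.

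CDKN1A (p21) had a ratio of 0.995 (0.988 to 1.0) at about 1031 CPM, and CDKN2A (p16) 1.08. Of 9 senescence markers, 1 was at least 1.5-fold higher (CDKN2B, 1.52) and 3 lower, including GLB1, the gene of senescence-associated beta-galactosidase, at 0.438 and DPP4 at 0.385, and their median was -0.01, with a sign that depended on scaling. LMNB1 was low in both libraries, at 0.519 and 0.382 CPM (58 and 55 UMIs), and a difference was not detectable at this depth (ratio 0.736, 0.50 to 1.08). MKI67 was at 0.983 and 0.444 CPM, a ratio of 0.452 (0.327 to 0.620). Of 24 cell cycle genes, 22 were below the expression filter, with PCNA (0.760) and TYMS (0.737) the measured ones. Barcodes with at least 2 UMIs over 7 division genes were 14.2% of untreated and 24.9% of verteporfin barcodes, but this was counted without thinning and the verteporfin barcodes were deeper. In thinned barcodes, 2.79% of untreated and 1.95% of verteporfin barcodes lay above the 95th percentile of the untreated library in the cell cycle list. Of 19 p53 targets, 2 were at least 1.5-fold higher (GDF15 and TNFRSF10B, the gene of death receptor 5, at 1.59) and 3 lower, among them FDXR at 0.547. Their median was -0.26 at the 1.13th percentile, and in nucleated-like barcodes 1 was higher and 7 lower, with a median of -0.36.

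Of 12 measured pro-apoptotic genes, 2 were at least 1.5-fold higher and 1 lower, with a median log2 ratio of 0.18. HRK, a BH3-only gene below the expression filter, chosen after its value was seen, had a ratio of 8.45 (6.52 to 11.1). PMAIP1 (NOXA), also a BH3-only gene, had a ratio of 1.84 (1.80 to 1.89), and FAS 0.649. BBC3 (PUMA) had a ratio of 1.04 (0.985 to 1.11) in all kept barcodes and 0.724 in nucleated-like barcodes. BCL2L11 (BIM) had a ratio of 0.867 with an interval that includes 1 (0.718 to 1.05). Of 6 anti-apoptotic genes, 1 was at least 1.5-fold higher, BCL2L1 (BCL-XL) at 1.59 (1.55 to 1.64), and the list median was 0.06. MCL1 was at 1.22.

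DDIT4 (REDD1), a stress-induced gene that restrains mTORC1 (chromosome 10, 72273920 to 72276036), had a ratio of 2.56 (2.44 to 2.69), from 17.6 to 45.1 CPM. Of 13 mTOR regulators and substrates, 3 were at least 1.5-fold higher and 1 lower, with a median log2 ratio of 0.22. The translation repressor gene EIF4EBP1, a target of ATF4 as well as an mTOR substrate, had a ratio of 4.18 and the mTORC1 activator RHEB 1.71, while the inhibitor gene TSC2 was at 0.550.

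Oxidative stress and metal response genes were more often higher than lower. Of 18 NRF2 and oxidative stress genes, 7 were at least 1.5-fold higher and 1 lower, with a median log2 ratio of 0.43. OSGIN1 had a ratio of 2.59, SRXN1 2.48, the heme oxygenase gene HMOX1 2.43 and the ferritin genes FTH1 and FTL 1.39 and 1.35, while SOD2 was at 0.704. Of 5 metallothionein and zinc genes, 4 were at least 1.5-fold higher, with a median of 1.31. The zinc importer gene SLC39A14 had a ratio of 3.12 and the metallothionein genes MT1E and MT2A 2.74 and 1.84, while the zinc exporter gene SLC30A1 was at 0.780. Of 10 heme and porphyrin genes, 3 were at least 1.5-fold higher and 0 lower, with a median of 0.14, and ALAS1, the first enzyme of heme synthesis, had a ratio of 1.62.

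Mitochondrially encoded transcripts were higher in all kept barcodes, with 9 of 13 genes at least 1.5-fold higher and a median log2 ratio of 0.79. In nucleated-like barcodes, which were selected on their mitochondrial share, the median was 0.28 and MT-CO2 changed from a ratio of 1.68 to 0.922. In all barcodes of at least 20000 UMIs, which were not selected on that share, the median was higher, at 1.16. Nuclear oxidative phosphorylation genes had a median of -0.09 with 1 of 22 genes past 1.5-fold, the cytochrome c gene CYCS at 1.95. Cholesterol synthesis genes were lower, with 7 of 18 at least 1.5-fold lower, 0 higher and a median of -0.47. LSS was at 0.453, HMGCS1 at 0.625 and FDPS at 0.718. Lysosome and autophagy genes went both ways, with 3 of 20 at least 1.5-fold higher, including the autophagy receptor gene SQSTM1 (2.31) and MAP1LC3B (2.20), and 6 lower, including LAMP1 (0.481) and LAMP2 (0.563). Of 14 glycolysis and hypoxia genes, 1 was at least 1.5-fold higher (HK2, 1.97) and 2 were lower (ADM, 0.440, and SLC2A1, 0.541). The medians of the nuclear oxidative phosphorylation, lysosome and glycolysis lists, -0.09, -0.11 and -0.13, changed sign with TMM or median-ratio scaling.

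Of 6 interferon response genes, 1 was at least 1.5-fold lower and 0 were higher, with a median log2 ratio of -0.33, and in nucleated-like barcodes 5 were lower, with a median of -0.68. The 24 cytosolic ribosomal protein genes all stayed within 1.5-fold, with a median of 0.01. Of 11 immediate early genes, which respond to cell dissociation, 2 were at least 1.5-fold higher (ATF3 and IER3, 1.56) and 2 lower (EGR1, 0.347, and ZFP36, 0.618), with a median of 0.38 that became -0.10 when genes down to 1 CPM were included. Markers of other cell types were sparse. The measured ones were 0 of 8 endothelial genes, 1 of 10 immune genes (CD68, 0.629), 1 of 8 neural and muscle genes (TUBB3, 0.462) and 3 of 10 epithelial genes, the keratins KRT8, KRT18 and KRT19, with ratios of 0.879, 1.11 and 0.798 and a median of -0.19. In a list of nuclear-retained transcripts and RNAs that mark dying cells, 4 of 7 genes were at least 1.5-fold lower (including MALAT1 at 0.403, NEAT1 at 0.290 and KCNQ1OT1 at 0.378) and 2 higher (GAS5, 1.75, and SNHG1, 1.57), with a median of -1.24. In nucleated-like barcodes, which were selected on their MALAT1 share, the median was -0.75, with 1 higher and 4 lower.

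Per barcode, the ER stress difference was spread over a large part of the verteporfin library. After thinning to 3000 UMIs, the median share of a barcode's UMIs in the ATF6 and XBP1 list was 0.333% in 2621 untreated and 0.800% in 2821 verteporfin barcodes, and 53.3% (51.5 to 55.2) of verteporfin barcodes exceeded the 95th percentile of the untreated library. For the PERK-ATF4-CHOP list the medians were 0.133% and 0.333%, and 42.7% (40.9 to 44.5) exceeded that level. In nucleated-like barcodes 31.1% exceeded it. For YAP-TEAD targets the medians were 0.167% and 0.133%, a difference of 1 UMI in 3000, and 1.67% of verteporfin against 4.69% of untreated barcodes lay above the 95th percentile. In barcodes of at least 20000 UMIs and in nucleated-like barcodes the verteporfin share was 0.785% and 0.698%. For matrix genes the medians were 0.600% and 0.267%, and 0.886% of verteporfin barcodes lay above it. DDIT3 was detected in 11.7% of thinned untreated and 48.1% of thinned verteporfin barcodes, against 40.3% and 81.0% without thinning. HSPA5 was detected in 38.7% and 84.5% (66.1% and 91.5% without thinning), and CCN2 in 48.1% and 25.7% (70.3% and 63.6%). The libraries held no cell type that should lack these genes, so the part of these detections that comes from free RNA was not measured.

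**Figure D3:**
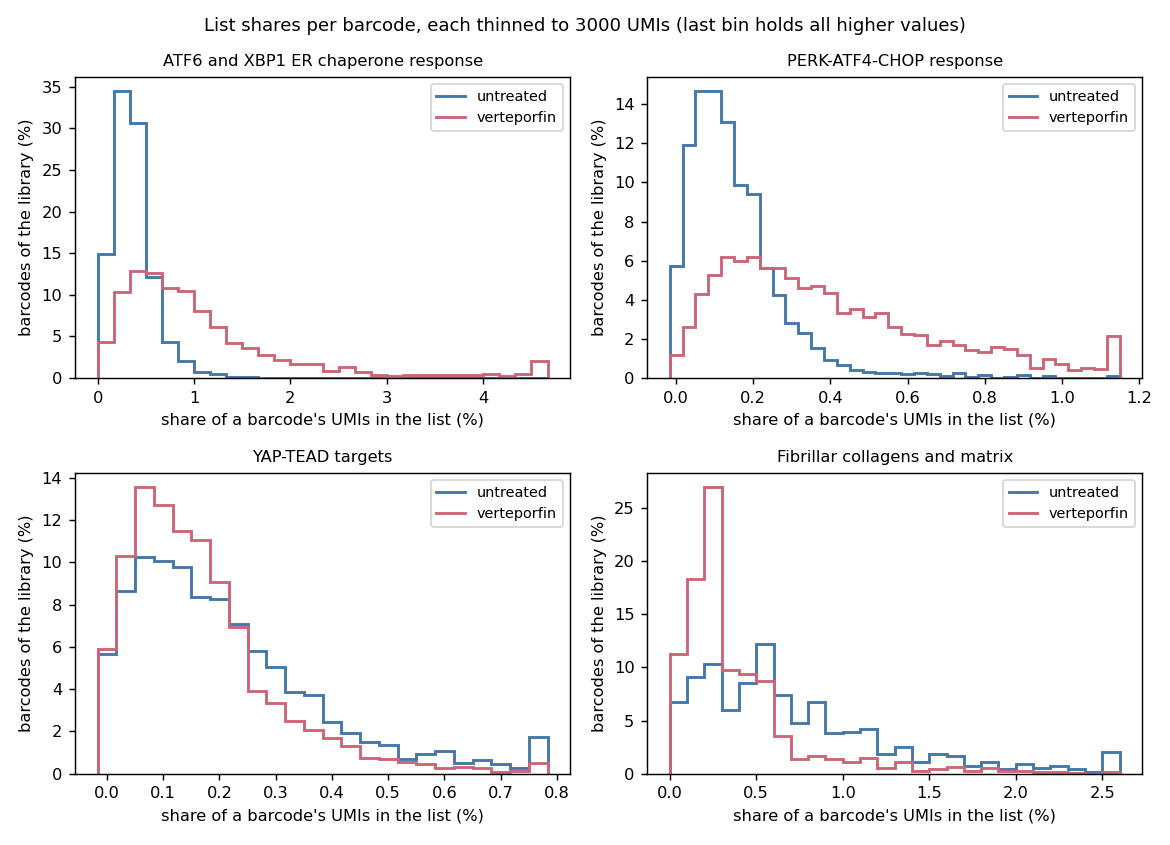
Distribution over barcodes of the percentage of UMIs in 4 gene lists, each barcode thinned to 3000 UMIs, for the untreated (blue) and verteporfin (red) libraries, with the last bin holding all higher values. The verteporfin library is shifted up for the ATF6 and XBP1 list (median 0.800% against 0.333%) and the PERK-ATF4-CHOP list (0.333% against 0.133%) and down for matrix genes (0.267% against 0.600%), while the YAP-TEAD distributions largely overlap.

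Within each library, barcodes with a higher YAP-TEAD target share did not have a lower ER stress share. Spearman's rho across thinned barcodes between the YAP-TEAD and the ATF6 and XBP1 shares was 0.27 in the untreated and 0.44 in the verteporfin library, and between the YAP-TEAD and PERK-ATF4-CHOP shares 0.27 and 0.42. In nucleated-like barcodes the values were 0.29 and 0.17 for ATF6 and XBP1, and -0.0036 and 0.24 for PERK-ATF4-CHOP.

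The barcodes of both libraries fell into 7 clusters, and 4 of these, with 64.4% of all kept barcodes, took at least 90% of their barcodes from 1 library, so cluster sizes were not compared between the libraries. Cluster 3 (1091 barcodes, 1015 of them from the verteporfin library) was ER stress-like by the fixed markers, with DDIT3, TRIB3 and HERPUD1 among its 10 leading genes beside the heat shock gene HSPA6, HMOX1 and ANKRD1. Cluster 4 (287 barcodes) held verteporfin barcodes alone, with a median of 14270 UMIs, of which 7.60% were mitochondrial. HSPA5, HYOU1 and SEL1L were among its 10 leading genes, and 7 of 7 measured ER stress markers were at least 1.5-fold higher than in the other barcodes. Its ATF6 and XBP1 median of 2.06, with 21 of 22 genes higher, exceeded that of cluster 3 (0.77, 14 of 22). Its PERK-ATF4-CHOP median of 1.28, with 20 of 22 genes higher, lay below that of cluster 3 (1.44, 21 of 21). Cluster 1 (1241 barcodes, 1213 from the verteporfin library) had an ATF6 and XBP1 median of 0.04 and a PERK-ATF4-CHOP median of -0.27. Its YAP-TEAD median was -0.68 (11 of 22 genes at least 1.5-fold lower, 0 higher), against -0.34 in cluster 3 and 1.01 in cluster 4. The cluster with the lowest of these YAP-TEAD medians thus did not have the highest ER stress medians. Each median is against all other barcodes of both libraries, so none compares a cluster with untreated barcodes alone. When the verteporfin library was clustered alone it gave 6 clusters, and 1 of them, with 541 barcodes or 17.1% of the library (15.8 to 18.4), was ER stress-like, with DDIT3, IL6, LYPLAL1-DT, ANKRD1, HERPUD1, CXCL3, ATF3, TRIB3, CTH and CHAC1 as its 10 leading genes in order of ratio. Clusters 6 and 7 of the joint clustering were shallow, with medians of 5256 and 3228 UMIs and MALAT1 at about 0.02% of UMIs, and cluster 5, with 406 of 470 barcodes from the untreated library, had a median MALAT1 share of 19.4%. Clusters 5, 6 and 7 were not named.

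Barcode classes differed between the libraries. Barcodes with at least 20000 UMIs made up 47.7% (46.0 to 49.4) of kept untreated and 68.3% (66.7 to 69.9) of kept verteporfin barcodes. Among these deep barcodes, MALAT1, a nuclear RNA, held under 0.1% of UMIs in 40.2% (37.7 to 42.7) of the untreated and 51.6% (49.4 to 53.7) of the verteporfin barcodes. Deep barcodes with under 0.1% mitochondrial UMIs made up 37.8% and 11.5%. Barcodes with over 10% MALAT1 were 9.83% of kept untreated and 2.18% of kept verteporfin barcodes.

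**Figure D4:**
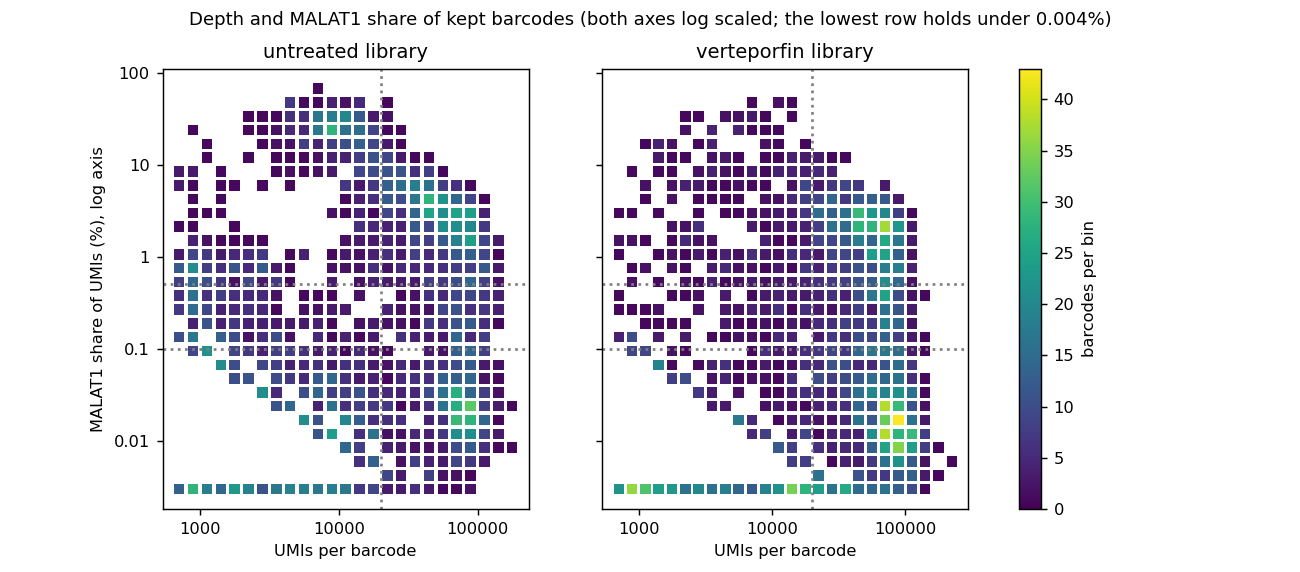
Number of kept barcodes (colour) by UMIs per barcode and MALAT1 percentage of UMIs, both on log axes, for the untreated and the verteporfin library. Dotted lines mark 20000 UMIs and MALAT1 shares of 0.1% and 0.5%, and the bottom row holds barcodes with no or almost no MALAT1. Both libraries have deep barcodes below 0.1% MALAT1, which are 40.2% of deep untreated and 51.6% of deep verteporfin barcodes.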

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

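The tests on the ER stress and matrix difference in this part were chosen after the result was seen, and the restrictions to barcode sets were added after seeing the data. The barcodes removed for mitochondrial content are outside the main comparisons of the report. They made up 18.5% of verteporfin barcodes (745 of 4023, 17.3 to 19.8) against 7.26% of untreated barcodes (286 of 3941, 6.47 to 8.11). In these removed barcodes, with mitochondrial genes left out of the totals, the HSPA5 ratio of verteporfin to untreated was 34.4 (30.2 to 39.2), against 9.16 in kept barcodes. This ratio came from 240 untreated and 15188 verteporfin UMIs. DDIT3 moved the other way, with a ratio of 8.14 (6.60 to 10.2) that lay below its ratio in kept barcodes. All 24 ribosomal protein genes were also at least 1.5-fold higher in the removed barcodes, with a median log2 ratio of 0.97.

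The pattern weighed first is that ER stress genes were higher and matrix genes lower in the verteporfin library. The tables argue against a different make-up of shallow and fragment-like barcodes as the whole cause, since the ATF6 and XBP1 median stayed at 1.12 in nucleated-like barcodes, where that explanation needed at most 0.58. They also argue against the verteporfin-only cluster as the whole cause, since the median was 1.08 without it, and against a higher yield of all ER-bound transcripts, since the ER membrane and translocation list, where that explanation needed at least 0.58, had a median of 0.0526 (0.23 with median-ratio scaling). A difference between the 2 cultures or library preparations other than verteporfin cannot be told apart from the drug, because there was 1 library per treatment, so both stay open.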

How the results depend on the processing

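No paired analysis was possible because each group has 1 library. Restrictions to deep or nucleated-like barcodes and removal of the verteporfin-only cluster were added after seeing the data. The main counts, 695 genes at least 1.5-fold higher and 957 lower, became 1211 and 593 with median-ratio scaling, 1309 and 2064 with a filter of 1 CPM, 293 and 314 with a filter of 50 CPM (the filters change how many genes are measured), and 202 and 331 at a ratio of 2. In the settings that kept both the filter and the ratio, 0 genes passed 1.5-fold in the direction opposite to the main one. Over 14 settings, the 30 list medians kept their sign in 398 of 418 values. The 8 medians past 1.5-fold kept it in all 112, and 109 of these values stayed past 1.5-fold. The 20 values with the other sign came from 8 lists with main medians within 1.5-fold, the largest being 0.38 for the immediate early list. Among these values were the secretory list at -0.14 in nucleated-like barcodes and -0.05 without the verteporfin-only cluster. The TGF-beta list was at 0.12 for equally weighted barcodes and 0.04 with median-ratio scaling. The 187 named genes kept their direction in 2161 of 2244 values over 12 settings. The 110 past 1.5-fold kept it in 1319 of 1320, and 1273 of these values stayed past 1.5-fold. The tallies for lists and genes both include the removal of Scrublet calls, whose values equal the main ones because there were 0 calls. The medians of the ATF6 and XBP1, PERK-ATF4-CHOP and YAP-TEAD lists (main 1.16, 1.32 and -0.50) were 1.28, 1.44 and -0.38 with TMM factors and 1.33, 1.50 and -0.33 with median-ratio factors, since a new factor shifts every gene alike. The cause was not tested for the following moves. The ATF6 and XBP1 median was 1.27 for equally weighted barcodes, 1.26 thinned, 1.19 without dividing barcodes, 1.12 in nucleated-like barcodes, 1.08 without the verteporfin-only cluster and 1.77 at 50 CPM. The PERK-ATF4-CHOP median was 1.28 after the same removal, 0.94 in nucleated-like barcodes, 1.36 at 1 CPM and 1.20 at 50 CPM. The YAP-TEAD median was -0.55 with the stricter cell filter, -0.23 for equally weighted barcodes, -0.35 thinned, -0.58 in deep barcodes, -0.57 in nucleated-like barcodes and -0.61 without the verteporfin-only cluster. The shares of verteporfin barcodes above the untreated 95th percentile (main 53.3%, 42.7% and 1.67%) were 47.1% and 37.8% for the first 2 lists at 1500 UMIs. Unthinned, they were 46.3% (PERK-ATF4-CHOP) and 2.43% (YAP-TEAD). In deep barcodes they were 58.4%, 37.7% and 0.785%, in nucleated-like barcodes 31.1% (PERK-ATF4-CHOP) and 0.698% (YAP-TEAD), and without the most abundant member 45.5% (ATF6 and XBP1) and 2.34% (YAP-TEAD). In the opposite direction to the main value lay the log2 ratio of MT-CO2 in nucleated-like barcodes (-0.12), the immediate early median at 1 CPM (-0.10) and the untreated rho between YAP-TEAD and PERK-ATF4-CHOP shares in nucleated-like barcodes (-0.0036). Other cluster settings gave 4 to 13 clusters, with 63.8% to 72.1% of barcodes in clusters of mainly 1 library, and clustering each library alone gives no value to set beside the joint one. Removing Scrublet calls changed nothing because there were 0 calls. Depth limits genes with few UMIs, such as LMNB1, and the missing replicates limit every comparison.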

Other observations

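The tests of the verteporfin-only cluster and of deep barcodes without MALAT1 in this part were set before their results were seen, after the patterns had been noticed. Some list members below the expression filter had large ratios, and the 3 given here were chosen after their values were seen. DERL3, an ER-associated degradation gene, had 18 UMIs in the untreated and 1143 in the verteporfin library, a ratio of 49.3 (31.0 to 83.5). IL1A, which encodes the cytokine interleukin-1 alpha, had 11 and 450 UMIs, a ratio of 31.8 (17.6 to 64.1). HRK, a BH3-only gene, had 63 and 686 UMIs, a ratio of 8.45 (6.52 to 11.1), and the level in the verteporfin library was 4.76 CPM. The expression filter kept these genes out of the list medians.

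In the barcodes removed for mitochondrial content, 20 of 20 measured ATF6 and XBP1 genes were at least 1.5-fold higher in the verteporfin library. Their median log2 ratio was 2.62, and the HSP90B1 ratio was 14.8. The PERK-ATF4-CHOP median was 1.76, with 15 of 16 genes higher, but the DDIT3 ratio of 8.14 (6.60 to 10.2) lay below that in kept barcodes. Many other lists were also higher there: all 24 ribosomal protein genes were at least 1.5-fold higher (median 0.97), as were 22 of 24 ER membrane and translocation genes (1.20), 19 of 20 nuclear oxidative phosphorylation genes (0.88) and 15 of 19 lysosome and autophagy genes (0.93). A higher yield of ER-bound transcripts, argued against in kept barcodes by the ER membrane and translocation median of 0.0526, is therefore not excluded in these removed barcodes. In the same barcodes the matrix median was 0.20 and CCN2 had a ratio of 1.26 (1.11 to 1.44), unlike in kept barcodes. Because unrelated lists were also higher there, these signs depend on scaling. The matrix median lay below the ribosomal protein median of 0.97, so a reversal of the matrix difference is not shown. COL1A1 at 0.764 (0.719 to 0.813) and FN1 at 0.828 (0.777 to 0.882) were lower, as in kept barcodes. The YAP-TEAD median was 0.29 there over 14 genes, 2 of them at least 1.5-fold higher and 3 lower, against -0.50 over 23 genes in kept barcodes. It too lay below the ribosomal protein median. The secretory median was 1.65 against 0.08, with 8 of 12 genes higher and 2 lower.

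The cluster of 287 barcodes from the verteporfin library alone was compared with the other kept verteporfin barcodes. Lists translated at the ER (matrix and ER machinery) lay 1.77 on the log2 scale above cytosolic lists (glycolysis, ribosomal proteins, heat shock and actin), and PERK-ATF4-CHOP genes whose products are not made at the ER lay 0.93 above them, so a loss of cytosolic transcripts and a stronger stress response each met the bound set for it. The cytosolic lists did not move as 1 group, with medians of -1.02 for ribosomal proteins, 0.34 for glycolysis, 0.44 for heat shock and 0.08 for actin. In comparisons added after these values were seen, the ER lists lay 1.29 and the PERK-ATF4-CHOP genes 0.46 above the cytosolic lists without ribosomal proteins, and 0.52 above and 0.32 below the Hippo-YAP components, which are not made at the ER either. The nuclear-retained and dying cell list (1.32, with MALAT1 at a ratio of 2.06) and mitochondrially encoded genes (1.61) were also higher in the cluster and nuclear oxidative phosphorylation genes lower (-0.92), so RNA quality differed along with the stress genes, and both hypotheses stay open.

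Deep barcodes with under 0.1% MALAT1 were compared with deep barcodes of at least 0.5% MALAT1 in the same library, and were the deeper ones, with medians of 71576 against 53114.5 UMIs in the untreated and 69384 against 52268.5 in the verteporfin library. NEAT1 lay at 0.0567 of its level in the untreated and 0.0970 in the verteporfin library, KCNQ1OT1 at 0.0319 and 0.0648, and MEG3 at 0.211 and 0.431. A lower level of MALAT1 alone is argued against, because the highest of these ratios, 0.431, lay below the 0.67 it needed. Barcodes without a nucleus stay a candidate explanation that could be neither excluded nor shown. The MEG3 ratio of 0.431 in the verteporfin library missed the bound of 0.33 set for that explanation. The difference was not limited to nuclear RNAs, since the mitochondrial transcript MT-CO1 lay at 0.308 in the untreated and 0.379 in the verteporfin library. Median mitochondrial shares were 0.10% against 1.54% in the untreated and 1.25% against 3.10% in the verteporfin library.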
